A study of Homo sapiens with 4 samples. Its data were reported in "α-Ketoglutarate promotes trophectoderm induction and maturation from naive human embryonic stem cells" (2025).

How the data were processed

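The data are 10x Genomics single-cell RNA libraries of H9 naive embryonic stem cells grown as aggregates or blastoids with 0 or 4 mM dimethyl α-ketoglutarate (dm-αKG) during the initial 40 h. Aggregates were taken at 40 h and blastoids at 120 h, so the blastoids had been without the compound for the later part of culture. Run 1 pooled 4 hashtagged cultures (blastoids and aggregates, each at 0 and 4 mM), and run 2 pooled 2 (blastoids at 0 and 4 mM). The unit of analysis is the arm, meaning 1 hashtagged culture in 1 capture run, which gives 2 blastoid arms per dose and 1 aggregate arm per dose.

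The deposited matrices hold UMI counts per gene and barcode, which the authors made with Cell Ranger 6.1.2 on the GRCh38 reference of 10x Genomics from reads converted with bcl2fastq 2.20.0.422; hashtag counts stand in the same matrices. The authors analysed them with Seurat 4.3.0. The culture and dose of each hashtag were read from the deposited hashtag tables. The matrices hold 9431 and 15133 barcodes over 36601 genes, with 144122560 and 200278140 UMIs in all and medians of 5951 and 13314 UMIs per barcode in run 1 and run 2. Reads were not realigned here. How many blastoids went into each arm, and how many cells were loaded for each arm, are not given in the sources used here.

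Hashtag counts were normalised by centred log ratio and assigned with HTODemux of Seurat 5.3.0 (R 4.3.3) at a positive quantile of 0.99. This left 6020 and 10419 singlets in run 1 and run 2, with 491 and 1148 hashtag doublets and 2920 and 3566 negative barcodes set aside. As in the study, singlets were kept at no more than 15% mitochondrial UMIs and at least 7000 UMIs (run 1) or 5000 UMIs (run 2), which removed 2237 and 1541 singlets and kept 3783 and 8878 cells, 12661 in all. Kept cells per arm were 428 of 955 singlets (44.8%) for run 1 blastoids at 0 mM, 1098 of 1503 (73.1%) for run 1 blastoids at 4 mM, 1204 of 1683 (71.5%) for aggregates at 0 mM, 1053 of 1879 (56.0%) for aggregates at 4 mM, 3910 of 4837 (80.8%) for run 2 blastoids at 0 mM and 4968 of 5582 (89.0%) for run 2 blastoids at 4 mM. In the same order the arms held 12317448, 34196879, 36212928, 30754196, 64629740 and 84641501 UMIs, with median mitochondrial shares of 4.43, 4.29, 4.19, 5.16, 4.01 and 4.19%. The share of singlets kept thus differs between doses. For blastoids it was higher at 4 mM in both runs, and for aggregates it was lower.

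Blastoid cells were clustered with scanpy 1.11.5 (Python 3.11.15) on 2000 variable genes, 20 principal components and 20 neighbours, with Leiden clustering (leidenalg 0.10.2) at resolution 0.5. The 880 genes of the gene lists serving as outcomes, and mitochondrial and ribosomal genes, were kept out of the clustering. Clusters were named TE-like or Epi-like by the share of UMIs from 23 trophectoderm and 20 epiblast markers, with 14 markers for primitive endoderm. The markers could themselves be clustering genes, so their difference between classes is not read as a result. Scrublet marked 17 of 4214 and 3 of 10687 barcodes past the filter, and among hashtag doublets it marked 3.98 and 0%, so it did not work on these data and its calls were removed only in a repeat of the analysis.

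UMI counts were summed per arm and class and tested with edgeR 4.0.16 (quasi-likelihood F test, TMM factors, filterByExpr) with the run in the model, 4 mM against 0 mM, at a Benjamini-Hochberg adjusted p of 0.05. TE-like and Epi-like cells were tested apart, each on 4 sums with 1 residual degree of freedom. TE-like cells were compared with Epi-like cells on 8 sums with the arm in the model, and the counts of genes from that fit are of genes kept out of the clustering; some of its list counts also hold clustering genes. The prior degrees of freedom were infinite in both fits by dose, so every gene takes the common spread and a gene whose runs disagree gets no larger error. The common dispersion was 0.00944 for TE-like, 0.00182 for Epi-like and 0.00927 for TE-like against Epi-like. CPM are the counts of a gene scaled to the same total in every sum, and ratios within a run add 0.5 CPM to both sides.

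There were 45 gene lists, fixed before the data were examined, on trophectoderm and trophoblast stages, pluripotency states, central metabolism, stress responses, polarity and junctions, chromatin enzymes, the cell cycle, RNA and protein synthesis, and off-target lineages. The polar and mural lists hold the 25 genes each that the study took from human embryo data. They were tested with camera of limma 3.58.1 at a preset correlation between genes of 0.01, with the estimated correlation and fry beside it. Fry asks whether the genes of a list move together against the residual spread, and here both it and the estimated correlation rest on 1 residual degree of freedom in the fits by dose. A list needed 3 measured genes.

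The aggregates have 1 arm per dose and were not tested. CPM values of summed counts are given with exact 95% Poisson intervals, which hold counting error alone. A gene is counted as higher or lower at 40 h when the arms differ at least 2-fold, when it reaches 20 CPM in an arm, and when the intervals do not overlap. List medians are placed among 10000 random lists of the same size matched on mean expression in 20 bins. The same rule compares 120 h Epi-like cells with 40 h aggregates within run 1, at each dose. The responses at 40 h and 120 h were correlated across genes with at least 20 CPM. Shares of TE-like cells carry exact binomial (Clopper-Pearson) 95% intervals and were not tested.

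Genes are named by a fixed rule. In each direction these are the 12 genes with the largest fitted change among those that passed, with a mean of at least 20 CPM and the same sign in both runs, and beside them up to 4 members of a described list, the measured polar and mural genes, and the genes the study named. A few genes that this rule names are not reported here. Identifiers and coordinates are from GENCODE 44 on GRCh38.

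The analysis was repeated with size factors of DESeq2 1.42.0 in place of TMM, no low-count filter, the Wald test of DESeq2, a filter of 7000 UMIs and 10% mitochondrial UMIs in both runs, removal of Scrublet doublets, assignment to the top hashtag when it holds at least 80% of hashtag counts, classes by marker share, each run left out, the run left out of the model, TMM factors or the mean over cells for the aggregates, and a minimum of 50 CPM for the correlations. Removal of the 5% of barcodes with the highest Scrublet scores was added after the data were seen.

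The tests were tried on simulated counts with 200 changed genes. At absolute log2 changes of 0.5, 1 and 2, the TE-like fit recovered 8.82, 50.0 and 93.9% (2 false calls of 8878 genes), the Epi-like fit 70.6, 84.8 and 92.4% (7 of 16745) and the fit between classes 30.9, 72.7 and 97.0% (1 of 12125). The rule of size at 40 h recovered 100% of 4-fold changes and counted none of the unchanged genes. The counts for the edgeR fits were drawn with the fitted dispersion, so they do not test a gene whose spread is larger than the common value. For the aggregates, with 1 arm per dose, no spread between cultures could be fitted. The trial at 40 h thus says nothing about differences between cultures.

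The study's projection onto an embryo reference, its pseudotime and its microscopy were not analysed here, and its flat cultures, which are not in these files, were not analysed here either.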

Results

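Blastoids at 120 h held TE-like and Epi-like cells, and no cluster could be named primitive endoderm. A cluster of 437 cells was led by PTN, KRT8, KRT18, HSD17B1, KRT19 and FABP7 and was named TE-like. The other 4 clusters, of 3756, 2165, 2031 and 2015 cells, were named Epi-like; the largest was led by MIR302CHG, APELA, FGF4 and KLF17, and the others by S phase genes (DUT, GINS2), G2/M genes (PLK1, TOP2A) and histone genes.

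TE-like cells made up 4.67% of cells at 0 mM (95% Clopper-Pearson interval 2.88 to 7.12%, 20 of 428 cells) and 4.46% at 4 mM (3.32 to 5.86%, 49 of 1098) in run 1, and 4.94% (4.28 to 5.66%, 193 of 3910) and 3.52% (3.03 to 4.07%, 175 of 4968) in run 2. The share was lower at 4 mM in run 2, where the intervals stand apart. In run 1 they overlap, and with classes by marker share the order of the doses turned there (4.21 and 4.28%). These intervals hold the counting of cells alone, and no test was made with 2 runs. Only blastoids with a single cavity had been picked for dissociation. The study states that fragile TE cells were lost out of proportion at that step. These shares thus do not give the make-up of whole blastoids. The study reported no significant difference in cell type ratios, and whether the loss differs with dose was not tested here. Median depths in this order were 28750, 30058, 15459 and 15826 UMIs per kept cell.

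In TE-like cells of blastoids, 112 genes rose and 138 fell after 4 mM dm-αKG, out of 9118 tested, and markers of the polar trophectoderm were among the largest rises. FABP7, which codes for a fatty acid-binding protein, rose by a log2 of 2.29 ± 0.143 (SE; 4.89-fold; n = 2 arms per dose), from 122 to 1060 CPM in run 1 and from 209 to 736 CPM in run 2. The imprinted noncoding RNA H19 rose 4.61-fold, from 69.1 to 471 CPM and from 81.9 to 314 CPM. PTN, a secreted growth factor, rose by 1.78 ± 0.136 with the same change of 1.79 in each run. ALPG, the germ cell alkaline phosphatase, fell by 1.92 ± 0.149, from 494 to 90.4 CPM and from 522 to 182 CPM.

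Among regulators, the nuclear receptor NR2F2 rose by 1.78 ± 0.177 (2.80 in run 1 and 1.31 in run 2), and HAND1, a transcription factor of trophoblast differentiation, rose by 1.89 ± 0.229. The keratin KRT7 rose by 2.09 ± 0.312, the receptor CCKBR by 1.74 ± 0.180, the carbonic anhydrase CA2 by 1.62 ± 0.30 and the noncoding LINC01356 by 1.90 ± 0.185. RGS16, a brake on G protein signalling, rose by 1.84 ± 0.239, KANK4 by 1.59 ± 0.261 and the matrix protein gene TINAGL1 by 1.59 ± 0.218. On the other side, ATP6V0D2, a subunit of the vacuolar proton pump, fell by 1.97 ± 0.248, the coactivator gene CITED4 by 1.45 ± 0.169 and FABP3 by 1.30 ± 0.245. So did the secreted ribonuclease gene RNASE1 (-1.28 ± 0.274), the tubulin gene TUBB4A (-1.27 ± 0.147) and the claudin gene CLDN10 (-1.25 ± 0.236). The transcription factor genes HES4 and ELF3 fell by 1.24 ± 0.231 and 1.19 ± 0.189. TMBIM1 fell by 1.18 ± 0.273 and the imprinted noncoding RNA MEG3 fell 2.29-fold, from 157 to 38.4 CPM in run 1 and from 332 to 189 CPM in run 2.

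**Figure D1:**
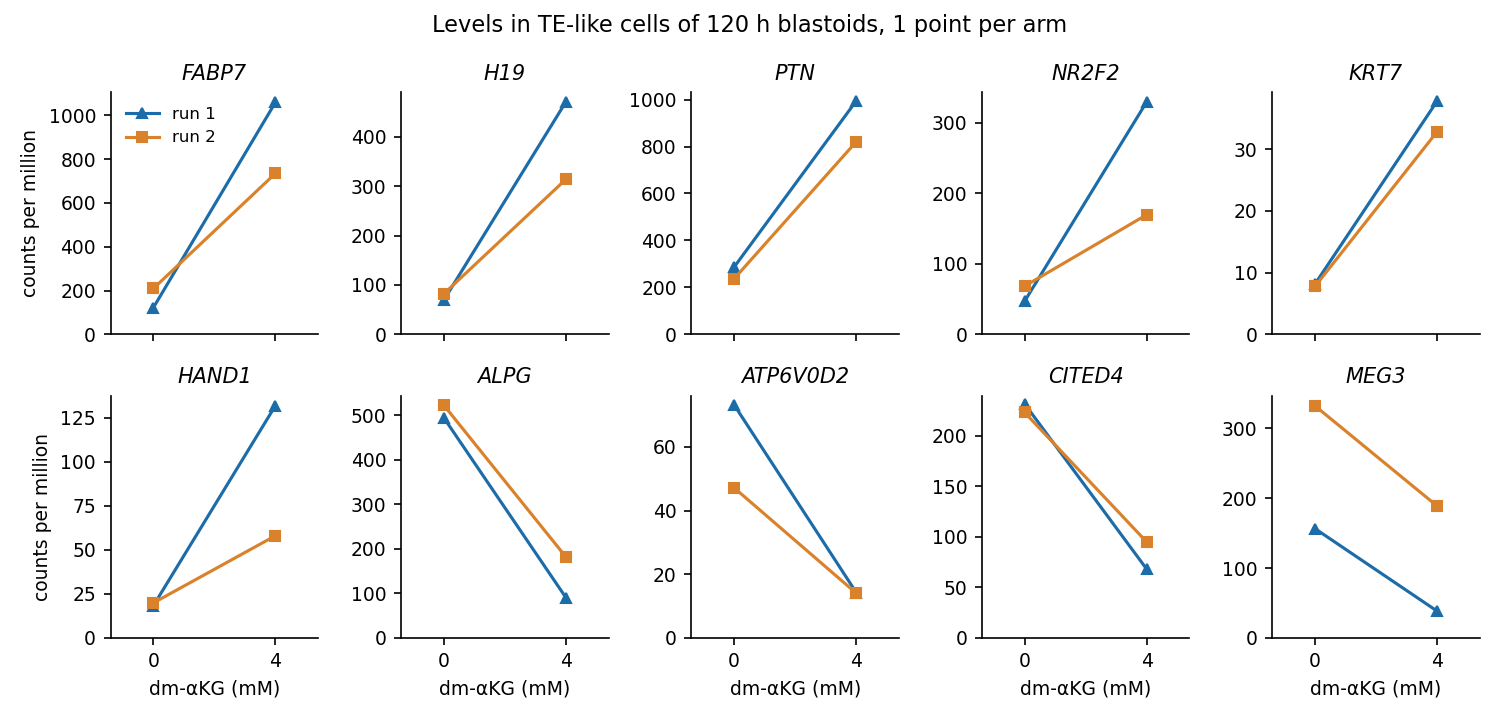
CPM (vertical axes, from 0) of 10 genes in TE-like cells of 120 h blastoids at 0 and 4 mM dm-αKG, with 1 point per arm and 1 line per run. The lines of both runs go the same way for each gene; FABP7 ends at 1060 and 736 CPM from 122 and 209 CPM.

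With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment (n = 2 arms per dose), the adjusted p was 4.0e-53 for FABP7, 1.2e-36 for H19, 1.5e-35 for PTN, 2.3e-34 for ALPG, 2.3e-20 for NR2F2, 6.5e-19 for CCKBR, 1.5e-13 for HAND1 and 8.4e-09 for KRT7. Of the 250 genes that passed, 246 had the same sign in both runs, and the median absolute change was 1.33 in run 1 and 0.74 in run 2. Calling genes from the fit over both runs favours a shared sign. Across 4640 genes at 20 CPM or more, called or not, 61.3% had the same sign, and the changes of the runs correlate at r = 0.451. The p-values take the common spread of all genes as known and rest on 1 residual degree of freedom, and the run 1 arm at 0 mM holds 20 TE-like cells and 491866 UMIs. The DESeq2 Wald test on the same sums called 12 and 13 genes, edgeR without the run in the model 17 and 9, and classes by marker share 30 and 38.

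On GRCh38, FABP7 (ENSG00000164434) lies on chromosome 6 from 122779716 to 122784074, H19 (ENSG00000130600) on chromosome 11 from 1995166 to 2004552, PTN (ENSG00000105894) on chromosome 7 from 137227341 to 137343774, NR2F2 (ENSG00000185551) on chromosome 15 from 96325938 to 96340263, HAND1 (ENSG00000113196) on chromosome 5 from 154474972 to 154478227 and KRT7 (ENSG00000135480) on chromosome 12 from 52232520 to 52252186. ALPG (ENSG00000163286) lies on chromosome 2 from 232406844 to 232410714, ATP6V0D2 (ENSG00000147614) on chromosome 8 from 85987323 to 86154225, CITED4 (ENSG00000179862) on chromosome 1 from 40861054 to 40862363 and MEG3 (ENSG00000214548) on chromosome 14 from 100779410 to 100861031.

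Of 18 measured polar markers, which the study took from embryo data, 13 rose, none fell and 5 did not pass (14 rose when adjusted over the list alone). Beside NR2F2, CCKBR and TINAGL1 these include the teneurin gene TENM3 (1.19 ± 0.262) and the transcription cofactor VGLL1 (1.05 ± 0.244). They also include CBLB (0.91 ± 0.232), the placental growth factor gene PGF (0.75 ± 0.219) and SLC38A1 (0.59 ± 0.174). PGF changed by 3.82 in run 1 and by 0.26 in run 2. CYP11A1 (0.61 ± 0.278) did not pass. The median of the list was 1.12, with 2.10 in run 1 and 0.80 in run 2. Summed over its 25 genes, the list went from 335 CPM (exact 95% Poisson interval 286 to 391) to 1323 CPM (1267 to 1380) in run 1 and from 489 CPM (466 to 514) to 902 CPM (869 to 936) in run 2.

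Mural markers moved less and mostly the other way. Of 23 measured, 1 rose (the endocytic receptor gene LRP2, 0.78 ± 0.182), 4 fell (GPRC5A by 1.14 ± 0.185, FABP3, FUOM by 0.71 ± 0.206 and S100A13 by 0.45 ± 0.124) and 18 did not pass, among them CDX2 (-0.25 ± 0.253), PTGES, ATP6V0A4, RAB25, S100A16 and ENPEP; adjusted over the list alone, 2 rose and 6 fell. The median was -0.42, with -0.16 in run 1 and -0.38 in run 2, and 19 of the 23 had a negative sign. The 6 genes that the study picked on these same samples passed here too (NR2F2, PTN and CCKBR rose, and ALPG, CITED4 and TUBB4A fell), which is not independent evidence, and the 5 beside NR2F2 pull in both directions as a list (median -1.27, mean -0.22, camera adjusted p = 0.304).

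**Figure D2:**
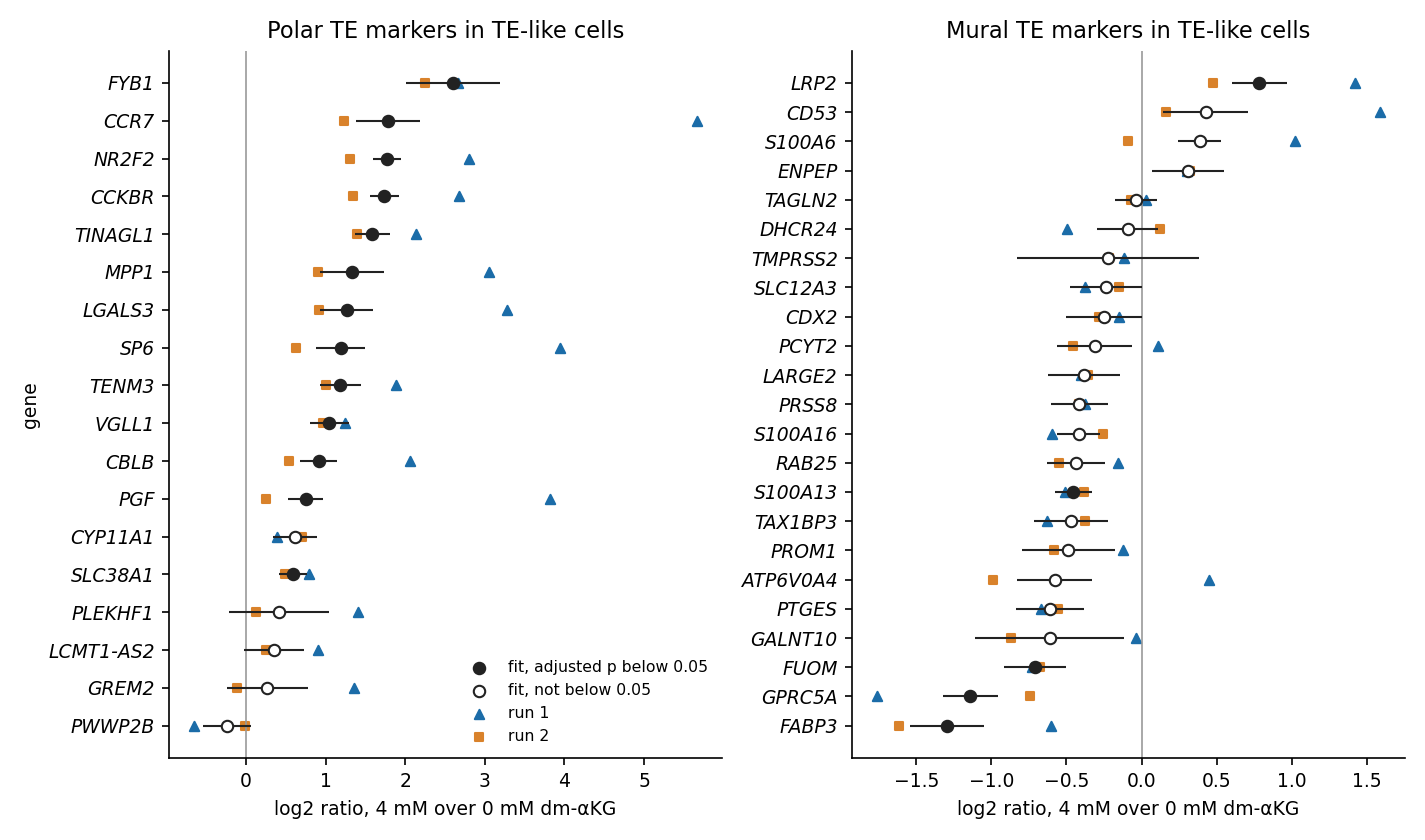
log2 ratio of 4 mM over 0 mM dm-αKG (horizontal axes) for the measured polar and mural trophectoderm markers in TE-like cells, with the fit and its SE (black; filled where the adjusted p is below 0.05) and each run. Of the polar markers 13 rose and none fell, and of the mural markers 1 rose and 4 fell.

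With camera at the preset correlation (n = 2 arms per dose), the adjusted p was 1.2e-17 for the polar list and 3.2e-04 for the mural list. Both calls are lost with an estimated correlation (adjusted p = 0.846 for each list) and with fry (adjusted p = 0.444 and 0.611), so the calls for the lists hold only if genes of a list vary almost independently between arms. The single genes do not rest on that assumption.

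Some genes of naive pluripotency fell in TE-like cells. Of 23 measured, none rose and 6 fell (adjusted over the list alone, 8 fell), with ALPG, KHDC1L (-0.87 ± 0.127), DPPA5 (-0.72 ± 0.152), DNMT3L (-0.69 ± 0.177) and UTF1 (-0.79 ± 0.230) among them. UTF1 changed by -2.42 in run 1 and -0.44 in run 2, and DPPA5 by -1.37 and -0.34. POU5F1, the core regulator of pluripotency, fell by 0.97 ± 0.154 and PRAP1 by 1.08 ± 0.191, while SALL4 rose by 0.71 ± 0.212; NANOG, SOX2, KLF3 and KLF4 did not pass. Of 9 core pluripotency genes 1 rose and 1 fell, and of 12 post-implantation epiblast genes 1 rose (MT1H, 1.01 ± 0.224) and 2 fell (DUSP6 by 1.01 ± 0.223, and TUBB3 by 0.79 ± 0.246). Epi-like RNA in the same droplets, at a share of up to 21.3 and 29.9% at 0 mM in run 1 and run 2, could carry this fall if it was lost at 4 mM. The summed naive list changed by a log2 of -0.71 and -0.39 in run 1 and run 2, and such a loss can give down to -1.15 and -1.40. It could also give the falls of DPPA5, KHDC1L and UTF1 in both runs and that of POU5F1 in run 2, whereas ALPG, PRAP1 and DNMT3L fell by more than that in both. The naive list has a camera adjusted p of 7.7e-07 (0.846 with an estimated correlation, 0.564 with fry; n = 2 arms per dose).

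Markers of cell identity moved with dose inside the class. Of 19 trophectoderm markers 6 rose (KRT7, HAND1, KRT19 by 0.97 ± 0.125, GRHL1 by 0.93 ± 0.239, GATA3 by 0.63 ± 0.170 and ABCG2) and none fell, and of 18 epiblast markers none rose and 5 fell (camera adjusted p = 1.3e-05 and 0.00396, n = 2 arms per dose, each 0.846 with an estimated correlation, 0.401 and 0.696 with fry). Of these markers 18 and 8 were clustering genes, and the median of the epiblast markers is negative in run 1 alone. The cluster also held 2, 2, 19 and 11 cells richer in epiblast than in trophectoderm markers (run 1 at 0 and 4 mM, run 2 at 0 and 4 mM). GATA2 (0.43 ± 0.164) did not pass. Of 8 cytotrophoblast genes 3 rose (NR2F2, XAGE2 by 1.06 ± 0.232 and MSX2 by 0.91 ± 0.204; camera adjusted p = 3.1e-05, n = 2 arms per dose, 0.846 with an estimated correlation, 0.206 with fry), and of 6 syncytiotrophoblast genes 1 rose and 1 fell.

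Transport genes that serve a fluid-filled cavity were among those that fell. Of 8 ion and water transport genes none rose and 2 fell, the aquaporin gene AQP3 by 0.98 ± 0.198 and the sodium pump subunit gene ATP1B1 by 0.76 ± 0.230 (adjusted over the list alone, 5 fell; median -0.94 in run 1 and -0.37 in run 2). Among polarity genes EZR fell by 0.61 ± 0.122 and CDC42 rose by 0.47 ± 0.142, of 25 junction genes 2 fell (ELF3 and CLDN10), and of 13 YAP and TEAD targets none passed. The ion and water list has a camera adjusted p of 2.2e-04 (n = 2 arms per dose; 0.846 with an estimated correlation, 0.0679 with fry).

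Few metabolic genes passed. The transaminase genes GPT2 and OAT fell by 0.92 ± 0.215 and 0.75 ± 0.173; the serine synthesis gene PHGDH rose by 0.74 ± 0.173 and LDHA by 0.50 ± 0.126, and the glucose transporter gene SLC2A1 fell by 0.55 ± 0.162. Of 21 genes of the TCA cycle, 15 of pyruvate and acetyl-CoA metabolism and 23 of cholesterol synthesis none passed, of 10 of fatty acid synthesis 1 rose and 2 fell, and the OXPHOS list (80 genes, none passed, median -0.09) was called lower by camera but not with an estimated correlation or fry. Among 17 hypoxia genes 1 rose (DDIT4, 0.81 ± 0.193) and 1 fell, among 18 ATF4 targets 2 rose, and among 17 NRF2 targets 2 rose (HMOX1 by 0.63 ± 0.171, and FTL) and 1 fell (GPX2 by 0.80 ± 0.231, in run 1 alone). The DNA demethylase gene TET1 fell by 0.52 ± 0.160, and none of 13 acetyltransferase and 10 deacetylase genes passed, with EP300 at 0.19 ± 0.223.

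Genes that answer damage and handling moved as well. Of 15 immediate early genes 1 rose (IER3, 1.24 ± 0.278) and 2 fell (JUND by 0.81 ± 0.142 and KLF6 by 0.70 ± 0.217), and of 16 p53 targets 1 fell (BBC3, by 1.00 ± 0.260; adjusted over the list alone, 3 fell). Median mitochondrial shares of TE-like cells were 6.1 and 3.72% at 0 and 4 mM in run 1 and 3.60 and 4.05% in run 2. No gene of 53 G2/M genes passed, although camera called that list higher (median 0.17), and of 43 S phase genes 1 rose. With camera (n = 2 arms per dose) the adjusted p was 4.5e-05 for p53 targets, 0.00228 for immediate early genes, 2.2e-04 for G2/M genes and 0.00756 for OXPHOS; each is 0.846 with an estimated correlation, and 0.564, 0.611, 0.675 and 0.681 with fry.

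Lists of protein and RNA synthesis showed nothing. Of 84 ribosomal protein genes, 77 of the mitochondrial ribosome, 63 of splicing and 30 of rRNA processing none passed. Of 3 amnion genes 1 rose (CCKBR), and of 6 primitive endoderm genes none passed. None of these lists was called, nor were the other lists given above without a p.

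In Epi-like cells changes were many and small. After 4 mM, 1058 genes rose and 742 fell of 17012 tested. The median absolute change of these was 0.34 on the log2 scale, or 1.27-fold, and 34 rose and 52 fell by more than 1. Among those with a mean of at least 20 CPM and the same sign in both runs, only THY1 rose by more than 1. The largest fall among them was that of ALPG (0.85). Within single runs, 89 of the genes that passed reached 2-fold in run 1 and 2 in run 2. THY1, a surface glycoprotein of later pluripotency, rose by 1.11 ± 0.0794 (n = 2 arms per dose), from 14.3 to 39.8 CPM in run 1 and from 15.5 to 29.2 CPM in run 2. The stress genes CHAC1 and DDIT4 rose by 1.00 ± 0.0819 and 0.95 ± 0.0651. ALPG fell by 0.85 ± 0.0663, from 705 to 340 CPM and from 653 to 416 CPM.

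LEFTY1, PMEPA1 and SMAD7, which restrain Nodal and TGFβ signalling, rose by 0.95 ± 0.0714, 0.70 ± 0.0701 and 0.69 ± 0.0701, as did NODAL itself (0.65 ± 0.0652). Other large rises were FOXD3-AS1 (0.99 ± 0.0703), the gluconeogenic enzyme gene FBP1 (0.96 ± 0.0741), USP44 (0.86 ± 0.0815), CCL26 (0.77 ± 0.0825) and TNRC6C (0.69 ± 0.0741). The paraspeckle RNA NEAT1 fell by 0.69 ± 0.0649, HPDL by 0.64 ± 0.0718 and the cyclin gene CCND1 by 0.53 ± 0.0644. FXYD6, OXLD1 and GPCPD1 fell by 0.59, 0.56 and 0.50 and the tight junction gene TJP3 by 0.48 ± 0.0794, as did PITPNA-AS1, SAC3D1, RASGRP2 and the lipid droplet gene HILPDA by 0.48, 0.47, 0.47 and 0.47.

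Most core pluripotency genes rose. Of 10 core genes 6 rose and none fell, including SOX2 (0.53 ± 0.0649), SALL4 (0.48 ± 0.0656), LIN28A (0.44 ± 0.0643) and NANOG (0.40 ± 0.0643), while POU5F1 (0.07 ± 0.0674) did not pass. Adjusted over the list alone, 7 rose. Of 28 genes of the post-implantation epiblast 11 rose (MT1H by 0.64 ± 0.0645 and DNMT3B by 0.39 ± 0.0645 among them) and 1 fell. Of 30 naive genes 5 rose, with KLF17 at 0.51 ± 0.0736, and 3 fell, with IFI16 at -0.44 ± 0.0711. The naive list was not called, and its median (-0.05) and mean (0.04) differ in sign. KLF3 rose by 0.49 ± 0.0705, EP300 rose by 0.21 ± 0.0662, PRAP1 fell by 0.22 ± 0.0642 (in run 1 alone), and DPPA5 and KLF4 did not pass. Of 20 epiblast markers 7 rose and none fell, and of 21 trophectoderm markers 3 rose (KRT18 by 0.47 ± 0.0643 and KRT8 by 0.45 ± 0.0672 among them) and 2 fell.

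Genes of amino acid stress and glutamate handling rose too. Of 20 ATF4 targets 12 rose, among them CHAC1, DDIT4, the cystine transporter gene SLC7A11 (0.52 ± 0.0716) and STC2 (0.37 ± 0.0652), and 1 fell (GDF15, by 0.26 ± 0.0819). Of 23 genes of αKG and glutamate metabolism 7 rose and none fell, with the glutamine transporter gene SLC38A2 at 0.58 ± 0.0657, BCAT1 at 0.50 ± 0.0646 and PSAT1 at 0.36 ± 0.0643, and of 13 serine pathway genes 4 rose. Of 24 cholesterol genes 10 rose (SQLE by 0.39 ± 0.0644 among them) and 1 fell. Of 20 hypoxia genes 6 rose (AK4 by 0.58 ± 0.0645) and 2 fell, and of 23 glycolysis genes 4 rose (LDHA by 0.43 ± 0.0671, HK2 by 0.33 ± 0.0815) and 1 fell (ENO2, by 0.37 ± 0.0693).

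Few genes of respiration passed. Of 83 OXPHOS genes 1 rose and 5 fell, with COX7B at -0.24 ± 0.0650 and CYC1 at -0.22 ± 0.0641, and the list median was -0.07 (-0.11 in run 1 and -0.03 in run 2); its camera call is lost with an estimated correlation (adjusted p = 0.815) and with fry (0.568). Of 21 genes of the TCA cycle 1 fell (SDHB, by 0.20 ± 0.0658), and of 16 genes of pyruvate and acetyl-CoA metabolism none passed. Of 78 genes of the mitochondrial ribosome 9 fell and none rose. The study had found that term low in the aggregates of this series. Of 14 acetyltransferase genes 5 rose (CREBBP by 0.42 ± 0.0730, KAT6A by 0.32 ± 0.0735), and of 18 deacetylase genes 1 rose (SIRT1, by 0.26 ± 0.0660).

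Markers of stress and adhesion moved beside these. Of 18 p53 targets none rose and 6 fell (SESN1 by 0.28 ± 0.0768), of 19 immediate early genes 2 rose and 5 fell (JUND by 0.46 ± 0.0640, HSPA1A by 0.44 ± 0.0711), and of 26 junction genes 2 rose and 8 fell (JUP by 0.43 ± 0.0729). Of 25 mural genes 2 rose and 6 fell and of 19 polar genes 2 rose and none fell; CITED4, a gene picked on these samples, fell by 0.84 ± 0.0887 with ALPG, which is again not independent evidence. Of 43 S phase genes 8 rose and 1 fell, and of 54 G2/M genes 4 rose and 5 fell. Median mitochondrial shares of Epi-like cells were 4.40 and 4.30% at 0 and 4 mM in run 1 and 4.03 and 4.20% in run 2.

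Immediate early, naive, polar, TCA cycle, pyruvate, deacetylase, trophectoderm marker and G2/M lists were not called in Epi-like cells, nor were those that follow. With rises before falls, the counts were 2 and 1 for fatty acid synthesis (11 genes), 2 and 2 for NRF2 targets (19), 2 and 1 for polarity (20), 1 and 4 for YAP and TEAD targets (18), 1 and 2 for ion and water transport (12), 2 and 1 for αKG-dependent demethylases (20), 2 and 1 for DNA methylation (8), 1 and 4 for cytotrophoblast (10), 0 and 1 for ribosomal proteins (86), 7 and 5 for splicing (66) and 2 and 0 for rRNA processing (30). Off-target lists of amnion, primitive endoderm, primitive streak, extraembryonic mesoderm, syncytiotrophoblast, extravillous trophoblast and the 8-cell-like state each had at most 1 gene up and 1 down.

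With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment (n = 2 arms per dose), the adjusted p was 8.7e-44 for DDIT4, 4.3e-40 for THY1, 2.7e-36 for LEFTY1, 4.7e-34 for ALPG, 3.5e-23 for NEAT1, 1.2e-13 for SOX2 and 9.7e-08 for NANOG. Of the 1800 genes that passed, 1795 had the same sign in both runs, which calling them from the fit over both runs favours. Their median absolute change was 0.42 in run 1 and 0.27 in run 2. Across 5093 genes, called or not, 74.6% had the same sign, and the changes of the runs correlate at r = 0.759. The test takes a common spread with a coefficient of variation of 0.0427 from 1 residual degree of freedom, so the number that pass leans on it. The DESeq2 Wald test called 160 and 53 genes, and edgeR without the run in the model 10 and 1.

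With camera (n = 2 arms per dose), 11 lists were called up and 6 down in Epi-like cells, with adjusted p of 2.6e-15 for ATF4 targets, 1.0e-10 for post-implantation and 1.8e-10 for core pluripotency genes, 7.0e-06 for αKG and glutamate metabolism, 4.4e-05 for hypoxia and for epiblast markers and 5.3e-04 for cholesterol. It was 0.00159 for acetyltransferases, p53 targets and the serine pathway, 0.00347 for S phase, 0.00352 for glycolysis, 1.8e-04 for OXPHOS, 3.6e-04 for the mitochondrial ribosome, 6.1e-07 for the 5 genes picked on these samples, 0.00657 for mural genes and 0.0237 for junctions. Each is 0.815 with an estimated correlation, the lowest value of fry over all lists is 0.348, and so none of the 17 calls stands under either.

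**Figure D3:**
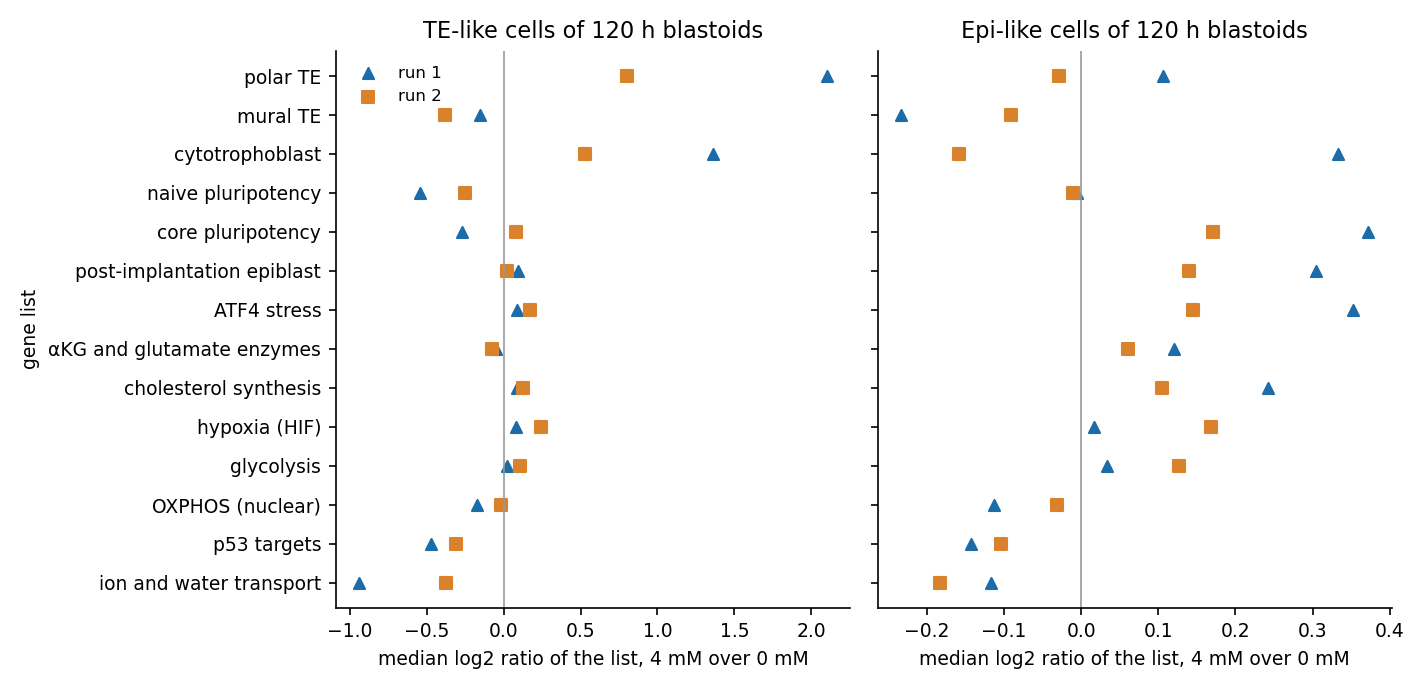
Median log2 ratio of 4 mM over 0 mM dm-αKG for 14 gene lists in TE-like and Epi-like cells of 120 h blastoids, 1 point per run, on a different horizontal scale for each class. The polar list stands at 2.10 and 0.80 in TE-like cells and near 0 in Epi-like cells, and the ATF4 list at 0.35 and 0.14 in Epi-like cells.

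On GRCh38, THY1 (ENSG00000154096) lies on chromosome 11 from 119415476 to 119424985, DDIT4 (ENSG00000168209) on chromosome 10 from 72273919 to 72276036, CHAC1 (ENSG00000128965) on chromosome 15 from 40952962 to 40956512, LEFTY1 (ENSG00000243709) on chromosome 1 from 225886282 to 225911382 and NEAT1 (ENSG00000245532) on chromosome 11 from 65422774 to 65445540.

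Some of the largest changes differed between the classes. FABP7 rose in TE-like cells and fell by 0.76 ± 0.0968 in Epi-like cells, and CCND1 rose by 0.79 ± 0.167 in TE-like cells and fell in Epi-like cells. H19, PTN and KRT7 rose in TE-like cells and did not pass in Epi-like cells (-0.04, 0.36 and 0.34). ALPG and CITED4 fell in both classes, and DDIT4 rose in both. A test of the difference between classes, chosen after the results of each class were seen, found 58 genes with a change above and 73 with a change below that of Epi-like cells, of 12359 (edgeR, n = 2 arms per dose).

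**Figure D4:**
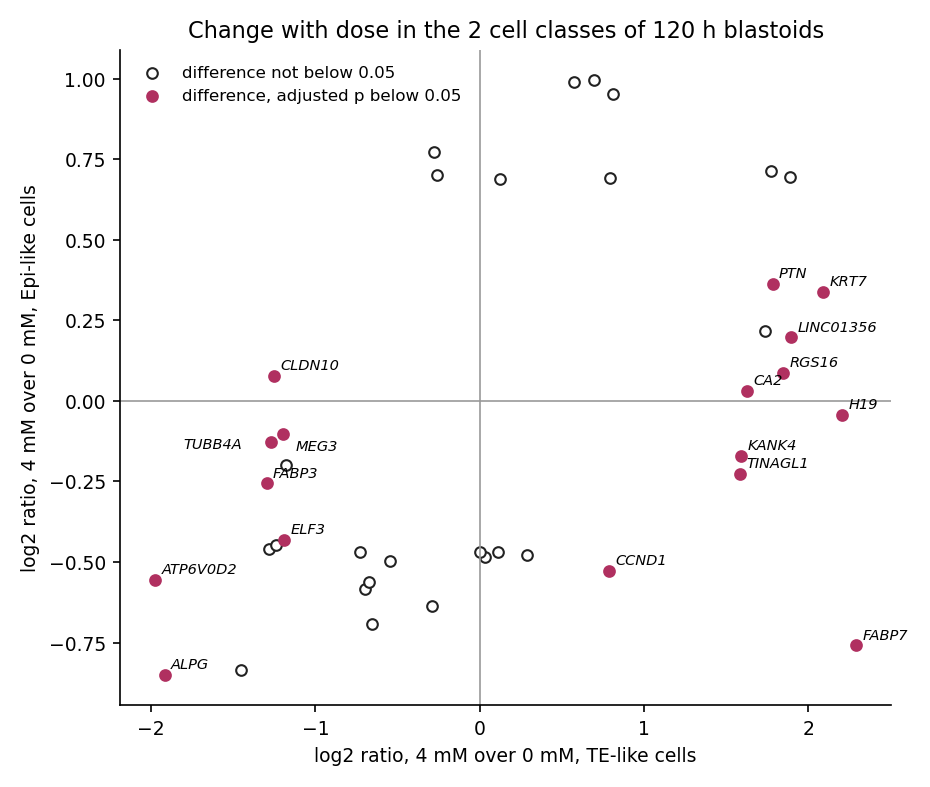
log2 ratio of 4 mM over 0 mM dm-αKG in TE-like cells (horizontal axis) and Epi-like cells (vertical axis) of 120 h blastoids for most of the genes with the largest changes in either class. Filled and labelled genes passed the test of the difference between the classes. FABP7 stands at 2.29 and -0.76.

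TE-like and Epi-like cells differed in genes kept out of the clustering, of which 383 were higher and 159 lower in TE-like cells out of 844 tested. PTN was higher by a log2 of 8.97 ± 0.343 (n = 4 arms), CCKBR by 8.87 ± 0.260, the endocytic receptor gene LRP2 by 8.33 ± 0.214, and NR2F2 by 8.14 ± 0.192. TINAGL1 was higher by 6.75 ± 0.295, S100A6 by 6.64 ± 0.219, S100A16 by 5.20 ± 0.0987, PGF by 4.36 ± 0.233, the transcription factor gene TEAD1 by 4.12 ± 0.117 and GPRC5A by 4.11 ± 0.245. NODAL was lower at -3.35 ± 0.266, FGF2 at -2.84 ± 0.251, the cytoskeletal linker gene MSN at -2.29 ± 0.214, OLAH at -2.22 ± 0.274, the pyruvate carrier gene MPC2 at -2.20 ± 0.188, ENO2 at -2.09 ± 0.224, the imprinted SNRPN at -1.76 ± 0.136 and TUBB3 at -1.73 ± 0.171. DPPA5 (-2.93 ± 0.261), UTF1 (-2.61 ± 0.247), DPPA4 (-1.89 ± 0.147) and POU5F1 (-1.82 ± 0.212) were lower too but had served to name the clusters.

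Of 19 polar genes 18 were higher and of 24 mural genes 18 were higher and 1 lower, so both lists mark the class, while ALPG was lower at -0.73 ± 0.174 and TUBB4A did not differ. Among metabolic genes the glucose transporter gene SLC2A3 was higher by 3.25 ± 0.0880, HMGCS1 by 2.49 ± 0.121 and SCD by 2.02 ± 0.0797. Of 82 OXPHOS genes 51 were higher and 6 lower (ATP5F1E 1.54 ± 0.0713), of 24 cholesterol genes 16 and 3, of 23 glycolysis genes 12 and 5 and of 21 TCA cycle genes 8 and 1. Of 23 genes of αKG and glutamate metabolism 5 were higher and 10 lower, with GLUD1 at -0.89 ± 0.137. Epithelial genes were higher (18 of 26 junction genes with 5 lower, PKP2 2.67 ± 0.105; 10 of 16 YAP and TEAD targets with 1 lower; 9 of 20 polarity genes with 4 lower, RDX 2.07 ± 0.0886), and AQP3 was higher by 2.75 ± 0.149. TET2 was higher by 3.50 ± 0.123 and EP300 lower at -0.44 ± 0.102. Of 29 naive genes 4 were higher and 21 lower, of 10 core pluripotency genes 7 lower and of 21 post-implantation epiblast genes 4 higher and 14 lower. Of the naive, core and post-implantation genes 7, 3 and 1 had entered the clustering, as had 1 of the junction genes.

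With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment (n = 4 arms, each giving a sum per class), the adjusted p was 3.4e-11 for PTN, 3.2e-13 for NR2F2, 6.8e-13 for LRP2, 9.8e-13 for SLC2A3 and 1.2e-07 for NODAL. Camera called 21 lists up and 6 down, among them the trophectoderm and epiblast markers, of which 18 of 19 and 10 of 20 had entered the clustering. Those calls are lost with an estimated correlation (lowest adjusted p = 0.280), whereas fry called 35 lists, the polar list at 0.0183 and the mural list at 0.00453. Of lists of protein and RNA synthesis, the counts were 57 higher and 2 lower of 85 for ribosomal proteins, 34 and 5 of 66 for splicing, 19 and 0 of 30 for rRNA processing and 25 and 8 of 77 for the mitochondrial ribosome. With run 2 left out, 187 genes were higher and 107 lower. On GRCh38, LRP2 (ENSG00000081479) lies on chromosome 2 from 169127109 to 169362534, CCKBR (ENSG00000110148) on chromosome 11 from 6259806 to 6272127 and NODAL (ENSG00000156574) on chromosome 10 from 70431936 to 70447951.

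In aggregates at 40 h, still in the compound, 8 genes were higher and 8 lower by at least 2-fold at 4 mM. IFI16, a DNA sensor, went from 5.16 CPM (exact 95% Poisson interval 4.45 to 5.96) to 22.1 CPM (20.5 to 23.9), a log2 of 2.00, and the urokinase gene PLAU from 20.4 (18.9 to 21.9) to 52.8 CPM (50.3 to 55.5). SOCS2 (log2 of 1.32), PYDC1 (1.30), the noncoding MIAT (1.22), TMEM154 (17.9 to 41.7 CPM), KCNK12 (1.17) and the histone demethylase gene KDM6B (1.05) were higher as well. The DNA methyltransferase gene DNMT3B went from 204 (199 to 208) to 86.0 CPM (82.8 to 89.4), a log2 of -1.24, and FGF2 (-1.21), CCND1 (-1.13), LINC01356 (-1.69), SERPINB9 (-1.11), HRAS (-1.09), HSPA1A (-1.14) and HBA2 (-2.47) were lower too. HSPA1A and HBA2 have near-identical paralogs, and for HSPA1B the value is -0.82.

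Among groups at 40 h, all 9 measured hypoxia genes were above 0 (median 0.28, with DDIT4 at 0.80 and AK4 at 0.64), as were 14 of 16 ATF4 targets (0.26; GDF15 0.90, ATF5 0.86, TRIB3 0.82) and 10 of 13 NRF2 targets (0.23; NQO1 0.84). Glycolysis (0.12; LDHA 0.52), p53 targets (0.20), cholesterol synthesis (0.10), junctions (0.11), OXPHOS (0.03, with 42 of 79 above 0) and the 3 measured trophectoderm markers (0.25) also stood above 98% of random lists. S phase genes (30 of 33 below 0, median -0.21; MCM6 -0.66), G2/M genes (42 of 49, -0.11; HMMR -0.72), naive genes (16 of 22, -0.17; DNMT3L -0.68), DNA methylation genes (-0.28) and post-implantation epiblast genes (-0.54; CD24 -0.94) stood below 1% of random lists. Polarity genes were not high as a group (median -0.12, EZR -0.61), and neither were the acetyltransferases (-0.05) or the αKG and glutamate enzymes (0.05, but 0.09 and above 98% of random lists with the mean over cells). Splicing (56 of 61 below 0), rRNA processing (25 of 26) and the mitochondrial ribosome (57 of 76) were low and ribosomal proteins high (67 of 84 above 0). The study had found terms for these lists, and for hypoxia, glycolysis, OXPHOS, cholesterol, p53 and the cell cycle, in these same aggregates, so their direction here is not independent evidence.

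The aggregates have 1 arm per dose, so nothing here was tested and the intervals hold counting error alone, with no error between cultures. Of 5089 genes at 20 CPM or more the median log2 ratio is -0.03. The 4 mM arm kept 56.0% of its singlets against 71.5%, and its median mitochondrial share was 5.16% against 4.19%. On GRCh38, IFI16 (ENSG00000163565) lies on chromosome 1 from 158999968 to 159055155, PLAU (ENSG00000122861) on chromosome 10 from 73909177 to 73917496, DNMT3B (ENSG00000088305) on chromosome 20 from 32762385 to 32809359 and FGF2 (ENSG00000138685) on chromosome 4 from 122826682 to 122898236.

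Between 40 h aggregates and 120 h Epi-like cells of run 1, 36 genes were higher and 6 lower at both doses by the same rule of size, with 1 arm per time and dose and so without a test. LEFTY1 went from 0.99 to 24.8 CPM at 0 mM and from 2.02 to 64.7 CPM at 4 mM, and FOS from 1.46 to 28.5 CPM and from 1.40 to 32.5 CPM. DUSP5 (mean log2 of the doses 3.03), SPRY2 (2.68), PRICKLE1 (2.60), ETV4 (2.49), SMAD7 (2.14) and SPRED2 (1.94) were higher at both doses, as were PALM2-AKAP2, RASSF8, C19orf85 and MIR205HG, and GLIPR2 (-2.25), KRT19 (-1.81), NQO1 (-1.46), APELA (-1.42), RHOB (-1.24) and FILIP1 (-1.06) were lower. The changes at the doses correlate at r = 0.631 across 5095 genes.

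Naive genes (median 0.25), hypoxia genes (0.46), p53 targets (0.42) and glycolysis (0.18) stood high at 120 h, and OXPHOS genes low (74 of 79 below 0, median -0.25), with the TCA cycle at -0.32. By the protocol the MEK inhibitor PD0325901 and the activin receptor inhibitor A83-01 had left the medium between these times. FOS, DUSP5, SPRY2, ETV4 and SPRED2 are genes that the MEK pathway drives, and LEFTY1 and SMAD7 answer to the activin receptors, but no list of such genes was tested. Time, culture form and medium change together in this comparison.

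Gene by gene, the change with dose at 40 h was not correlated with that at 120 h. Across 4794 genes the response of aggregates and that of Epi-like cells of run 2 correlate at r = 0.0237 (rank correlation -0.0380, 48.2% of the same sign), and with run 1 at r = 0.0214 (4807 genes). Of the 8 genes that were higher at 40 h none rose and 2 fell in Epi-like cells at 120 h (PYDC1 and IFI16), and of the 8 that were lower 3 rose (LINC01356, DNMT3B and SERPINB9) and 2 fell (CCND1 and HSPA1A). DDIT4 is above 0 at both times. Some lists had medians above 0 at both times, with 0.26 at 40 h and 0.20 in Epi-like cells at 120 h for ATF4 targets, 0.28 and 0.09 for hypoxia, 0.12 and 0.10 for glycolysis and 0.10 and 0.18 for cholesterol. Others changed sign, as did p53 targets (0.20 and -0.10), S phase (-0.21 and 0.08), OXPHOS (0.03 and -0.07) and post-implantation genes (-0.54 and 0.23). Genes are not independent replicates, so r is given without a p.

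**Figure D5:**
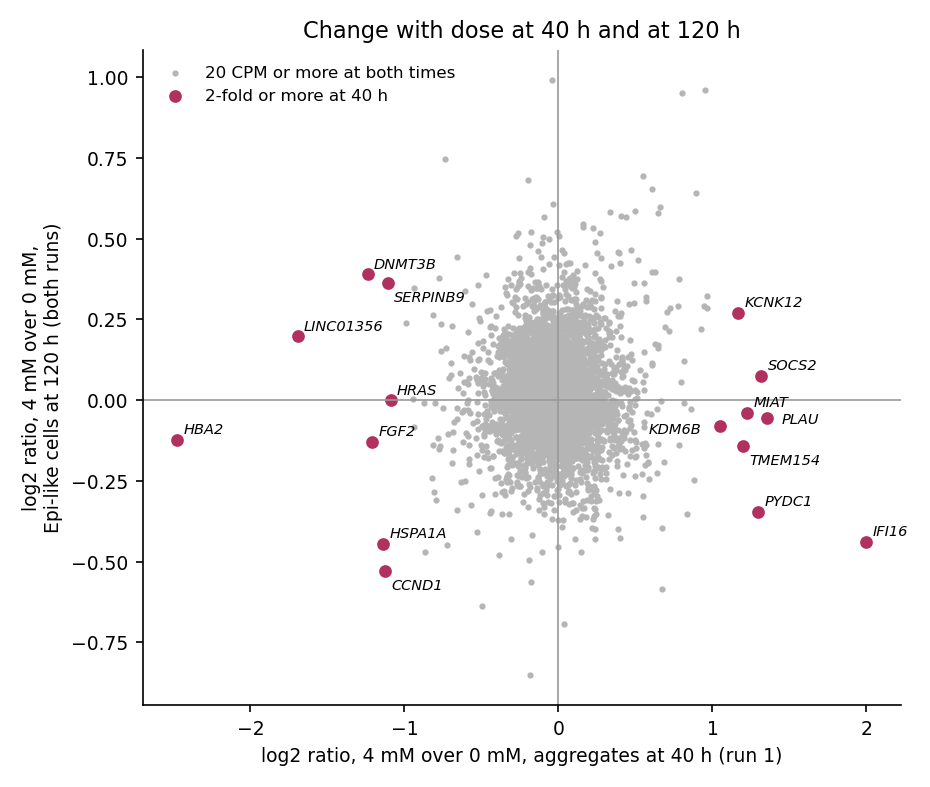
log2 ratio of 4 mM over 0 mM dm-αKG in aggregates at 40 h (horizontal axis, 1 arm per dose) and in Epi-like cells at 120 h (vertical axis, fit over both runs), 1 point per gene. Genes with a 2-fold difference at 40 h are labelled; IFI16 stands at 2.00 and -0.44 and DNMT3B at -1.24 and 0.39.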

Values the study reported

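The study reported 9,431 and 15,133 called cells in its experiments, and 6,012 and 10,400 singlets after hashtag assignment. After filtering it kept 1,201 and 1,054 cells of aggregates and 426 and 1,092 cells of blastoids at 0 and 4 mM in the earlier experiment, and 3,900 and 4,974 cells of blastoids in the later one. In Epi-like cells of blastoids it reported 3 differentially expressed genes at an adjusted P below 0.05 and an absolute log2 fold change above 0.2.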

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

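The test of the difference in response between TE-like and Epi-like cells, the spread put on the depth test and the assignment of markers to removed barcodes were chosen after the results were seen, as were the tests of Epi-like RNA and the reading of UMI count alone for polar genes; the other tests here were written down before they were run, but after the gene results were known.

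The response to 4 mM dm-αKG differed between the classes for some of the genes with the largest changes (edgeR's quasi-likelihood test on the interaction, Benjamini-Hochberg adjusted p below 0.05, n = 2 arms per dose). The log2 change in TE-like minus that in Epi-like cells was 3.05 for FABP7, 2.27 for H19, 1.99 for RGS16, 1.81 for KANK4, 1.79 for KRT7, 1.77 for TINAGL1, 1.76 for LINC01356, 1.65 for CA2 and 1.45 for PTN. It was -1.33 for CLDN10, -1.30 for ATP6V0D2, -1.10 for TUBB4A, -1.05 for ALPG, -1.04 for MEG3, -1.004 for FABP3 and -0.71 for ELF3. For CCND1, which rose in TE-like and fell in Epi-like cells, it was 1.31. As given above, the SE of the difference is below that of the TE-like change alone for some genes, so calls may be overstated. KRT7 (adjusted p = 0.0384) and ATP6V0D2 (0.0391) passed narrowly. Beside ALPG and CCND1, the genes with the largest changes in Epi-like cells did not pass. Nor did HAND1 (adjusted p = 0.895), RNASE1 (0.768), NR2F2 (0.481), CCKBR (0.185), CITED4 (0.105), TMBIM1 (0.0772) and HES4 (0.0618), so their changes were not shown to differ between the classes.

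At 40 h and 120 h some genes went opposite ways, a difference that was not tested because the aggregates have 1 arm per dose. LINC01356 (-1.69 at 40 h and 0.20 in Epi-like cells at 120 h), DNMT3B (-1.24 and 0.39) and SERPINB9 (-1.11 and 0.36) were low early and higher late in both runs. PYDC1 (1.30 and -0.35) and IFI16 (2.00 and -0.44) were high early and lower late.

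Barcodes that the cell filter removed, which enter no comparison, also hold cells richer in trophectoderm than in epiblast markers. Their share was 2.72 and 5.26% at 0 and 4 mM in run 1 and 6.77 and 5.98% in run 2, against 0 and 0.369% among removed barcodes of aggregates, where few such cells are present. Median depths of the removed blastoid barcodes were 3416.5, 3090, 2106 and 2471 UMIs, and their median mitochondrial shares were 30.9, 24.9, 24.5 and 26.4%. TE-like cells were thus removed along with damaged cells, and the shares given above are those of kept cells.

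The rise of polar and the fall of mural genes in TE-like cells could come from Epi-like RNA in the same droplets, if its share fell at 4 mM. Epiblast markers put that share at no more than 21.3 and 13.8% at 0 and 4 mM in run 1 and 29.9 and 27.1% in run 2. If the level of these markers in the TE-like cells themselves stayed the same, a fall of the share can raise the median of the 18 polar genes by a log2 of 0.10 in run 1 and 0.05 in run 2, against 2.10 and 0.80 seen. The lowest 95% bound from resampled cells lies 0.3101 above what it can give, which argues against this source for the polar genes. If the cells' own markers changed as well, the share could have gone from its limit to none, which gives up to 0.27 and 0.46; the interval in run 1 (1.46 to 3.15) stands above this, and that in run 2 (0.36 to 1.44) does not. For the 23 mural genes a fall of the share gives a median of 0 with the cells' own markers unchanged, against -0.16 (-0.55 to 0.18) in run 1 and -0.38 (-0.55 to -0.20) in run 2, so run 1 is too variable to decide (lowest bound -0.1751). A difference in depth and quality stays open in part. From high to low UMI count within the 0 and 4 mM arms of run 2, the polar list moved by -0.35 and 0.05 and the mural list by 0.08 and 0.17, at most 0.4989 of the change with dose. The bound set beforehand, which took low counts to go with 4 mM, would exclude depth by these sizes and signs. It was set with the wrong sign, since TE-like cells had more UMIs at 4 mM in both runs (medians of 25191 and 31693, and of 16104 and 16504), so that 3 of the 4 values have the sign that depth would give; a bootstrap over genes, added after the values were seen, reached 1.19 of the change for the polar list at 0 mM (6 genes) and 0.223 at 4 mM (10 genes), and 0.324 and 0.915 for the mural list. With cells below and above the median UMI count weighted alike in both doses, the polar genes kept a share of 0.986 and 1.08 of their change in run 1 and run 2, with a lowest 95% bound from resampled cells of 0.5832, which argues against UMI count as the source of their rise. The same split by mitochondrial share gave 1.11 and 0.941 with a bound of 0.3869, under the 0.5 asked for, and mural genes, with bounds down to -2.226, were too variable to decide. Median mitochondrial shares of TE-like cells went opposite ways with dose, from 6.1 to 3.72% in run 1 and from 3.60 to 4.05% in run 2. Polar genes rose in both runs. This comparison, made after the values were seen, argues against mitochondrial share as a common source of their rise. Cell quality other than a common effect of mitochondrial share is thus left undecided for the polar genes. For the mural genes cell quality, depth and Epi-like RNA are left undecided. A change of the TE-like cells themselves stays a hypothesis.

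The changes in Epi-like cells shared by both runs could come from a different mix of clusters, since the S phase cluster made up 29.7 and 17.1% of Epi-like cells at 0 and 4 mM in run 1. With the mix held fixed, the 855 called genes at 20 CPM or more kept a share of 0.938 of their median change in run 1. Cells of low against high UMI count gave changes unrelated to the response (r = -0.03023 in one run and -0.01329 in the other), which argues against depth. The number of passing genes still rests on a common spread, and culture differences that both runs share with dose stay open. Blastoids also kept a larger share of singlets at 4 mM in both runs, and whether this plays a part was not tested.

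The response at 40 h, which gene by gene was not correlated with that at 120 h, could come from more damaged cells in the 4 mM aggregates. Cells of high against low mitochondrial share in the 0 mM aggregates gave changes that correlate with the response at r = 0.08486 over 5076 genes, which argues against damage as its source. Random splits of the cells gave the same response at r = 0.8829, so low precision at 40 h does not account for the missing correlation with 120 h. With 1 arm per dose, a difference between cultures that is unrelated to dm-αKG was not tested and stays open.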

How the results depend on the processing

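Removal of the 5% of barcodes with the highest Scrublet scores was chosen after the data were seen; the other repeats were planned. The fits by dose hold the run as a block. Without the replicate block, edgeR called 17 genes higher and 9 lower in TE-like cells and 10 and 1 in Epi-like cells. The DESeq2 Wald test called 12 and 13 in TE-like cells and 160 and 53 in Epi-like cells. Classes by marker share gave 30 and 38 genes in TE-like cells, and assignment to the top hashtag 86 higher and 73 lower. The cause of these smaller counts was not tested. All 250 TE-like genes kept their sign in each repeat that was tested, and of the 1800 Epi-like genes 1796 or more did.

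Lists depend most on the test. By dose, an estimated correlation and fry each called 0 lists higher and 0 lower in TE-like cells, and 0 and 0 in Epi-like cells. The polar list (median 1.12) had an adjusted p of 0.846 and 0.444 with them, and the mural list (-0.42) 0.846 and 0.611, both with n = 2 arms per dose. Without the low-count filter 6 lists were called higher in TE-like cells, and the primitive endoderm markers turned from not called to a median of 0.58 (adjusted p = 0.0169 by camera, n = 4 arms) between the classes. Leaving out the block ended 1 list call by dose and 2 between the classes, and neither the polar nor the mural call.

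Leaving out a run leaves no residual degrees of freedom in the fits by dose, so these are values with no test. The polar median ranged from 0.80 to 2.10, the mural median from -0.38 to -0.16 and that of epiblast markers in TE-like cells from -0.50 to 0.04997. GPX2 in TE-like cells ranged from -2.67 to 0.15 and PRAP1 in Epi-like cells from -0.49 to 0.0188, so both rest on run 1. PGF in TE-like cells kept its sign but ranged from 0.26 to 3.82. UTF1 (-2.42 to -0.44), DPPA5 (-1.37 to -0.34), FABP3 (-1.61 to -0.60) and CBLB (0.54 to 2.06) also kept their sign there. The size of the changes differed between the runs more widely. For the genes that passed in TE-like cells, the median absolute change was 1.33 in run 1 and 0.74 in run 2. For those in Epi-like cells it was 0.42 and 0.27. Between the classes, where a test remained, 187 to 379 genes were higher. Run 1 holds few TE-like cells, but whether this lowers its count of genes was not tested.

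The correlation between the responses at 40 h and 120 h in Epi-like cells stayed near 0, at 0.0220 without the highest Scrublet scores, 0.0263 with the top hashtag, 0.0429 for genes of at least 50 CPM and 0.0214 with run 1 in place of run 2. The shares of TE-like cells moved by less than their intervals in 5 of 5 repeats (4 arms each), although with classes by marker share the order of the doses in run 1 turned, and the counts at 40 h stayed between 7 and 9. Among lists at 40 h, the mean over cells placed αKG and glutamate enzymes above 98% of random lists and G2/M genes at 2.89%, and the top hashtag placed cholesterol synthesis and trophectoderm markers just under 98%.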

Other observations

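The list of imprinted genes and its test were chosen after H19 and MEG3 were seen among the changes.

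Imprinted genes may be changed as a group in TE-like cells after 4 mM dm-αKG. Of 16 measured, 5 passed (H19 rose 4.61-fold, CDKN1C, a growth inhibitor, rose by 1.14 ± 0.196 with 3.55 in run 1 and 0.70 in run 2, MEG8 fell by 1.15 ± 0.208 with -2.21 and -0.74, MEG3 fell 2.29-fold and PHLDA2 fell by 0.77 ± 0.172; edgeR, n = 2 arms per dose). Leaving out H19 and MEG3, which led to the list, 3 of 14 passed, which is above 99.57% of random sets of genes of like expression, whose median was 0. MEG8 shares a locus with MEG3, so these are not independent either. MEG3 and MEG8 are higher in Epi-like cells, and a loss of Epi-like RNA from these droplets at 4 mM could give the fall of MEG3 in both runs and that of MEG8 in run 2. H19, CDKN1C and PHLDA2 lie in the band 11p15 and MEG3 and MEG8 in 14q32. KCNQ1OT1, which also lies in 11p15, did not pass (0.19), and neither did the genes of 15q11 (SNHG14, SNRPN and NDN). In Epi-like cells H19, MEG3, CDKN1C and MEG8 did not pass, while PHLDA2 fell by 0.33 and GRB10, which did not pass in TE-like cells, rose by 0.45. This is a hypothesis found and tested on the same data, and neither DNA methylation nor the parental origin of the transcripts was measured.

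With the thresholds of the study (adjusted p below 0.05 and an absolute log2 change above 0.2), 1002 genes rose and 715 fell in Epi-like cells here. That is higher than the number quoted above, but the measures are not alike. The changes here are edgeR fits to summed counts, whereas the study analysed single cells with Seurat. Of the 1800 genes that passed here at any size, 855 reached 20 CPM. The reason for the difference was not tested. Without the run in the model, 10 rose and 1 fell at these thresholds.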
